A study of Mus musculus with 4 samples. Its data were reported in "Protective role of miR-712-3p in heatstroke-induced brain injury: involvement of neuronal lysosomal function and association with astrocytic exosome-enriched preparations" (2026).

How the data were processed

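Messenger RNA was sequenced from 4 libraries of the mouse hippocampal line HT22, 2 from untreated control cells and 2 from cells transfected with a miR-712-3p mimic. Samples were grouped by the titles in the sample labels, which separate transfected from merely incubated cells and number the replicates. The treatment label of mimic replicate 2 gives a different arm suffix for the microRNA than that of mimic replicate 1. The number after HT in the descriptions also rises by 1 from sample to sample, while the cell line label reads HT22 for all 4, so both may be counting errors made when the labels were filled in. The titles say only that both were transfected, so they do not settle this. Both libraries were treated as miR-712-3p mimic because the series describes no other transfected group. The study also transfected HT22 cells with an inhibitor, but among transfected cells it describes RNA sequencing only for those overexpressing miR-712-3p. The library columns named for the mimic and for NC were taken as mimic and control by name and replicate number. The labels do not explain NC. It could stand for a negative control, whereas the series describes control cells without reagent or control RNA.

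Per the study's methods, the authors enriched polyadenylated RNA, made paired-end libraries, filtered the reads by quality, aligned them with HISAT2 and compared the groups with DESeq2. The submitters' processing notes name the same 2 tools. The read counter, the genome build, the annotation and the tool versions are not given in the sources used here. The deposited table held 48 genes, each with an absolute log2 fold change over 1 and an unadjusted p-value under 0.05, so it had been selected by the authors on those criteria. The study's stated thresholds use the adjusted p-value. For each gene the authors deposited a log2 fold change of mimic over control, a p-value, an adjusted p-value, a mean normalized count signal per group and 1 value per library.

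The unit of the values per library was not named, and was read from the numbers as FPKM computed by the authors. Each FPKM value was multiplied by the union exon length of the gene in GENCODE M21 (GRCm38) and by 1 total per library, which was searched for. For 44 of the 46 genes found in that annotation, all 4 products were whole within 0.01, which recovers the reads behind each deposited FPKM. The library totals themselves came out as whole numbers, 31147478 and 39292645 for mimic replicates 1 and 2 and 35050806 and 29873090 for control replicates 1 and 2. Reads of the other 4 genes (Asb18, Peg3, 7SK and Gm52965) were recovered with the help of the deposited group means, with a largest distance of 0.00872 from a whole number. The deposited group means equalled the recovered reads divided by size factors of 0.926, 1.17, 1.05 and 0.889 in the same library order, within 0.0054. The recovery was tested on simulated libraries with known reads for 46 genes, and returned 100% of the reads and all 4 totals. All simulated genes followed the annotated lengths, so the recovery by group means, used for Asb18, Peg3, 7SK and Gm52965, was not tested. At these depths 1 read in a gene of 1 kilobase corresponds to between 0.0255 and 0.0335 FPKM.

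Normalised counts in the text are the recovered reads divided by those size factors, given as mean ± SD over 2 libraries. The ratio of means divides the larger by the smaller group mean. Where a group had 1 to 3 reads, the ratio of reads, scaled by size factors, is given with an exact 95% interval for counts. Where a group had 0 reads, the bound was computed against a floor of 3 reads over the group. This bound leaves out counting error in the group with reads. Log2 ratios used a pseudocount of 1 normalised count. The planned test of expression, written for a table of all genes, was replaced as the design foresaw for a selected table: no new count test was run, and folds and the separation of libraries are given in its place. The difference between 2 replicates was compared with counting error by an exact binomial test with Benjamini-Hochberg adjustment.

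Genes were named by a rule written before the data were examined: the 10 largest positive and the 10 largest negative deposited log2 fold changes, the 10 smallest deposited p-values, every listed member of 14 gene lists, and Atp6v1c1. The rule gave 30 listed genes. The lists cover lysosome and autophagy, vacuolar ATPase, interferon and RNA sensing, inflammatory cytokines, apoptosis and p53, heat shock and unfolded protein response, oxidative stress, cholesterol and fatty acid metabolism, neurons, other brain cells, erythroid cells, muscle, histones and the microRNA pathway. A further list of striated muscle genes was drawn up after the values were seen.

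Coordinates and gene classes came from GENCODE M21 on GRCm38, matched by gene identifier, for 46 of the 48 genes. H4c11 has an older symbol in that release. The longest annotated 3' UTR of each protein-coding gene was searched for the 7-base matches to bases 2 to 8 of miR-712-3p (GACTCGC) or to bases 2 to 7 followed by A (ACTCGCA), and proportions were compared by two-sided Fisher's exact tests. The mature microRNA sequence was entered from general knowledge, since the deposited values carry none. Transcripts of the listed genes were aligned to all other transcripts with BLAST 2.17.0 at 95% identity or more, and a gene with 50% or more of its transcript bases matched by other genes was taken as having a near-identical copy. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the p-value and fold thresholds, filters on low expression and on gene class, the pseudocount, each library left out, a replicate block, and the kind of seed match.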

Results

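RNA was sequenced from HT22 cells, an immortalised neuronal line derived from mouse hippocampus, to ask which transcripts change when miR-712-3p is raised in neurons. For 2 libraries, cells received a miR-712-3p mimic, a synthetic RNA that acts as the microRNA, mixed with transfection reagent for 15 min and left on the cells for 24 h. Another 2 control libraries came from cells given the same medium without reagent and without any control RNA, as the series describes them. The deposited columns name this group NC, which the labels do not explain, and a negative control RNA would change what is compared. As described, the comparison joins the effect of the mimic with that of transfection. The library totals recovered from the deposited values were 31147478 and 39292645 for mimic replicates 1 and 2, and 35050806 and 29873090 for control replicates 1 and 2. They are called reads here, but the read counter is not named, so they may count read pairs. The values analysed here cover 48 genes that the authors had already selected. The study states in general that experiments were repeated independently, but no source says that these replicate libraries came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

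With the miR-712-3p mimic, 29 of the 48 listed genes were higher and 19 were lower than in control cells. The higher genes included Hbb-bs, a beta globin chain of haemoglobin, Csrp3 and Trim63, which act in striated muscle, and Sumo2, a ubiquitin-like protein modifier. The lower genes included the histone gene H4c11, the processed pseudogene Gm6627 and Entpd4, a nucleotide-hydrolysing enzyme of Golgi and lysosomal membranes. By annotation, 20 of the higher and 9 of the lower genes are protein-coding, and 5 in each direction are pseudogenes. In the authors' deposited table, the median absolute log2 fold change was 1.96 among the higher genes and 2.99 among the lower genes. Each of the 48 genes in the authors' deposited table had an unadjusted DESeq2 p under 0.05, and 0 had an adjusted p under 0.05. The smallest adjusted DESeq2 p in the authors' deposited table was 0.165 for Hbb-bs, followed by 0.893 for Csrp3, and the other 46 genes shared 1.00. At an unadjusted p under 0.01, there were 7 higher and 3 lower genes.

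Most of the listed genes were at low levels in HT22 cells. FPKM was under 1 in each of the 4 libraries for 31 of the 48 genes, and the median of the mean FPKM was 0.254. Summed over the 4 libraries, the higher genes had a median of 72 reads, from 12 for Zan and Gm44116 to 5804 for Sumo2. The lower genes had a median of 33 reads, from 10 for Crhbp to 819 for Gm6627. The genes with the largest deposited fold changes were among those with the fewest reads, apart from Gm4631 with 293 and Entpd4 with 71, as the plot of fold change against reads shows.

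**Figure D1:**
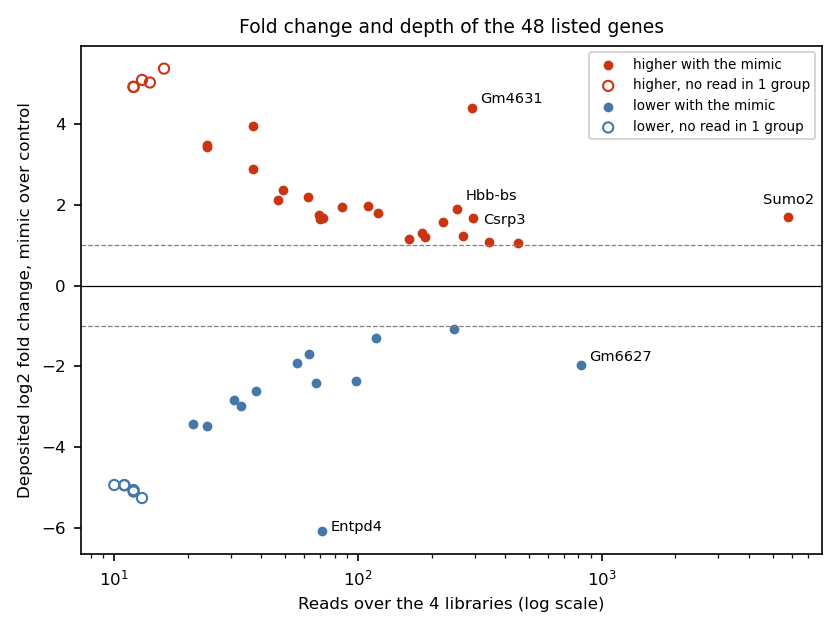
Deposited log2 fold change (mimic over control, vertical axis) against reads summed over the 4 libraries (horizontal axis, log scale) for the 48 listed genes. Filled points are genes with reads in both groups, open points are the 5 higher and 6 lower genes without a read in 1 group, and dashed lines mark a log2 fold change of 1 in either direction; the open points all lie under 30 reads.

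Hbb-bs and Csrp3 led the higher genes by p. Hbb-bs (ENSMUSG00000052305, GRCm38 chromosome 7, 103826534 to 103828096, minus strand) had 97.7 ± 3.83 normalised counts with the mimic and 25.9 ± 7.94 in the control (SD, n = 2 each). The authors' deposited table gave it a log2 fold change of 1.91 with an unadjusted DESeq2 p of 3.11e-05. Its best-matched transcript shares 84.6% of its length, at 95% identity or more, with the neighbouring globin gene Hbb-bt, so its counts are uncertain where reads of both genes were shared. Csrp3, a LIM-domain protein of the muscle Z-disc (chromosome 7, 48830398 to 48848033), had 112 ± 41.9 normalised counts with the mimic against 34.6 ± 17.1 (SD, n = 2 each). Its log2 fold change in the authors' deposited table was 1.68, with an unadjusted DESeq2 p of 0.000347. The ratio of the Csrp3 group means was 3.23, ranging from 2.37 without mimic replicate 1 to 4.97 without control replicate 1. Slurp1, a secreted protein of the Ly6 family (chromosome 15, 74724318 to 74728034), had 42.1 ± 4.59 normalised counts with the mimic against 10.7 ± 2.41. Peg3, an imprinted zinc finger gene expressed from the paternal allele (chromosome 7, 6703892 to 6730431), had 46.4 ± 12.3 against 13.1 ± 5.78 normalised counts. Myo18b, an unconventional myosin (chromosome 5, 112688876 to 112896362), had 150 ± 40.8 against 72.0 ± 31.8 normalised counts. Its ratio of means was 2.09, and it stood at 1.59 without control replicate 2. Trim63, a ubiquitin ligase of muscle also called MuRF1 (chromosome 4, 134315120 to 134329629), had 82.0 ± 27.6 against 27.0 ± 23.9 normalised counts. The Trim63 ratio of means was 3.04, ranging from 1.87 without control replicate 2 to 8.10 without control replicate 1. For Slurp1, Peg3, Myo18b and Trim63, the authors' deposited table listed log2 fold changes of 1.97, 1.81, 1.05 and 1.58.

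The 3 lower genes with an unadjusted p under 0.01 were Gm6627, H4c11 and Srp54b. H4c11, one of the clustered genes for histone H4 (chromosome 13, 21735064 to 21735837), had 5.49 ± 2.92 normalised counts with the mimic and 28.8 ± 2.50 in the control (SD, n = 2 each). The log2 fold change of H4c11 in the authors' deposited table was -2.42, with an unadjusted DESeq2 p of 0.00618. The H4c11 ratio of control to mimic means was 5.24, ranging from 3.81 without mimic replicate 2 to 8.40 without mimic replicate 1. The annotation matches 40.7% of its sequence to another H4 gene. Gm6627 (chromosome 10, 52341272 to 52343657) is a processed pseudogene whose sequence is wholly matched elsewhere, 83.7% of it by Ewsr1, an RNA-binding protein gene. It had 83.2 ± 19.7 normalised counts with the mimic and 325 ± 168 in the control (SD, n = 2 each), the latter from 465 reads in control replicate 1 and 183 in control replicate 2. Its ratio of control to mimic means was 3.90, and 2.47 without control replicate 1. The authors' deposited table gave Gm6627 a log2 fold change of -1.97 with an unadjusted DESeq2 p of 0.00091. Srp54b, a copy of the gene for the signal recognition particle GTPase (chromosome 12, 55155104 to 55189573), is matched over 92.4% of its transcripts, mostly by Srp54a. It had 9 and 7 reads with the mimic against 71 and 11 in the control. The Srp54b ratio of means was 5.10, falling to 1.58 without control replicate 1 and reaching 8.63 without control replicate 2. The counts of Gm6627 and Srp54b are therefore uncertain where reads were shared with these other genes.

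The largest positive fold changes belonged to genes with few or no reads in control cells. No read was counted in either control library for the small nucleolar RNA gene Gm24907, the pseudogene Gm32256, the gap junction gene Gja4, the sperm protein gene Zan or the unconfirmed gene Gm44116. Gm24907 had 10 and 6 reads in mimic replicates 1 and 2. Against a floor of 3 reads over the control group its bound was 4.93, or 3.32 without mimic replicate 1. The exact 95% lower limit of its read ratio was smaller, at 3.57. Gm32256, a full match to the ribosomal protein gene Rps27a, had 9 and 4 reads and a bound of 4.01, or 2.21 without mimic replicate 1. Zan and Gm44116 had 6 reads in each mimic library and a bound of 3.70. Gja4 had 2 and 12 reads and a bound of 4.32, which rests on mimic replicate 2, since the other library is under the floor. Asb18, an ankyrin repeat protein (chromosome 1, 89950220 to 90014666), had 16.5 ± 2.02 normalised counts with the mimic and 2 reads in the control. Its read ratio was 16.2, with a 95% counting interval from 4.16 to 139, and its ratio of means moved from 14.7 to 7.35 without control replicate 1. Pparg, the nuclear receptor that drives fat cell formation (chromosome 6, 115360951 to 115490399), had 16 and 6 reads with the mimic against 2 and 0. Its read ratio was 10.2, with an interval from 2.50 to 89.2. The Pparg ratio of means was 11.7, against 5.38 without mimic replicate 1, 18.1 without mimic replicate 2 and 5.87 without control replicate 2. Serpina3n, a serine protease inhibitor, had 12 and 10 reads with the mimic against 2 and 0, the same read ratio and interval as Pparg, and without control replicate 2 its ratio of means moved from 11.3 to 5.64. Pcdh1, a protocadherin, had 17 and 16 reads with the mimic against 0 and 4 in the control. Without control replicate 1, the Pcdh1 ratio of means moved from 7.12 to 3.56. Gm4631 (chromosome 2, 175321955 to 175338197) had 279 reads in mimic replicate 2, but 3 in mimic replicate 1 and 6 and 5 in the control. Its log2 ratio of normalised counts was 4.19, and it was 5.17 without mimic replicate 1 and -0.65 without mimic replicate 2.

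The lower genes with the largest fold changes were led by Entpd4. Entpd4 (ENSMUSG00000095463, chromosome 14, 69337174 to 69367270, plus strand) had 1 and 0 reads with the mimic against 66 and 4 in the control. The ratio of control to mimic reads was 75.7, with a 95% counting interval from 13.1 to 3032. Without control replicate 1 the Entpd4 ratio of means fell from 62.5 to 8.34, without control replicate 2 it was 117 and without mimic replicate 2 it was 31.2. The Entpd4 transcripts are wholly matched by the near-identical gene Entpd4b, so its counts are uncertain. The authors' deposited table gave Entpd4 a log2 fold change of -6.08 with an unadjusted DESeq2 p of 0.0115. No read was counted with the mimic for Qrich2, the pseudogene Gm8705, the Purkinje cell genes Car8 and Grid2ip, the long non-coding RNA Gm14486 or Crhbp, which binds corticotropin releasing hormone. Qrich2 had 6 and 7 reads in control replicates 1 and 2, and its bound against a floor of 3 reads over the mimic group was 4.69. Gm8705 had 8 and 4 control reads and a bound of 4.33, or 3.14 without control replicate 1. Car8 had 10 and 2 control reads (bound 4.33), Grid2ip and Gm14486 each had 9 and 2 (bound 3.97) and Crhbp had 2 and 8 (bound 3.60). The bounds of Car8, Grid2ip and Gm14486 rest on control replicate 1 and that of Crhbp on control replicate 2, since the other control library is under the floor. Gm7278 and Gm8607, pseudogenes wholly matched by other genes, had 2 reads each with the mimic against 22 and 19 in the control. Their read ratios were 11.9 and 10.3, with lower 95% bounds of 2.92 and 2.48. The Gm7278 ratio of means moved from 10.4 to 5.18 without mimic replicate 2, and that of Gm8607 from 11.4 to 5.70 without mimic replicate 1. Gm16181 (chromosome 17, 35220834 to 35224134) had 1.82 ± 1.05 normalised counts with the mimic against 14.8 ± 3.39 in the control (SD, n = 2 each). Its ratio of means was 8.10, ranging from 5.75 without mimic replicate 1 to 13.7 without mimic replicate 2. Intervals cover counting error only, since amplified reads are not independent molecules. Bounds against a floor leave out counting error in the group with reads. The exact 95% lower limits for genes with no read in 1 group were smaller, from 2.42 (Crhbp) to 3.57 (Gm24907).

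**Figure D2:**
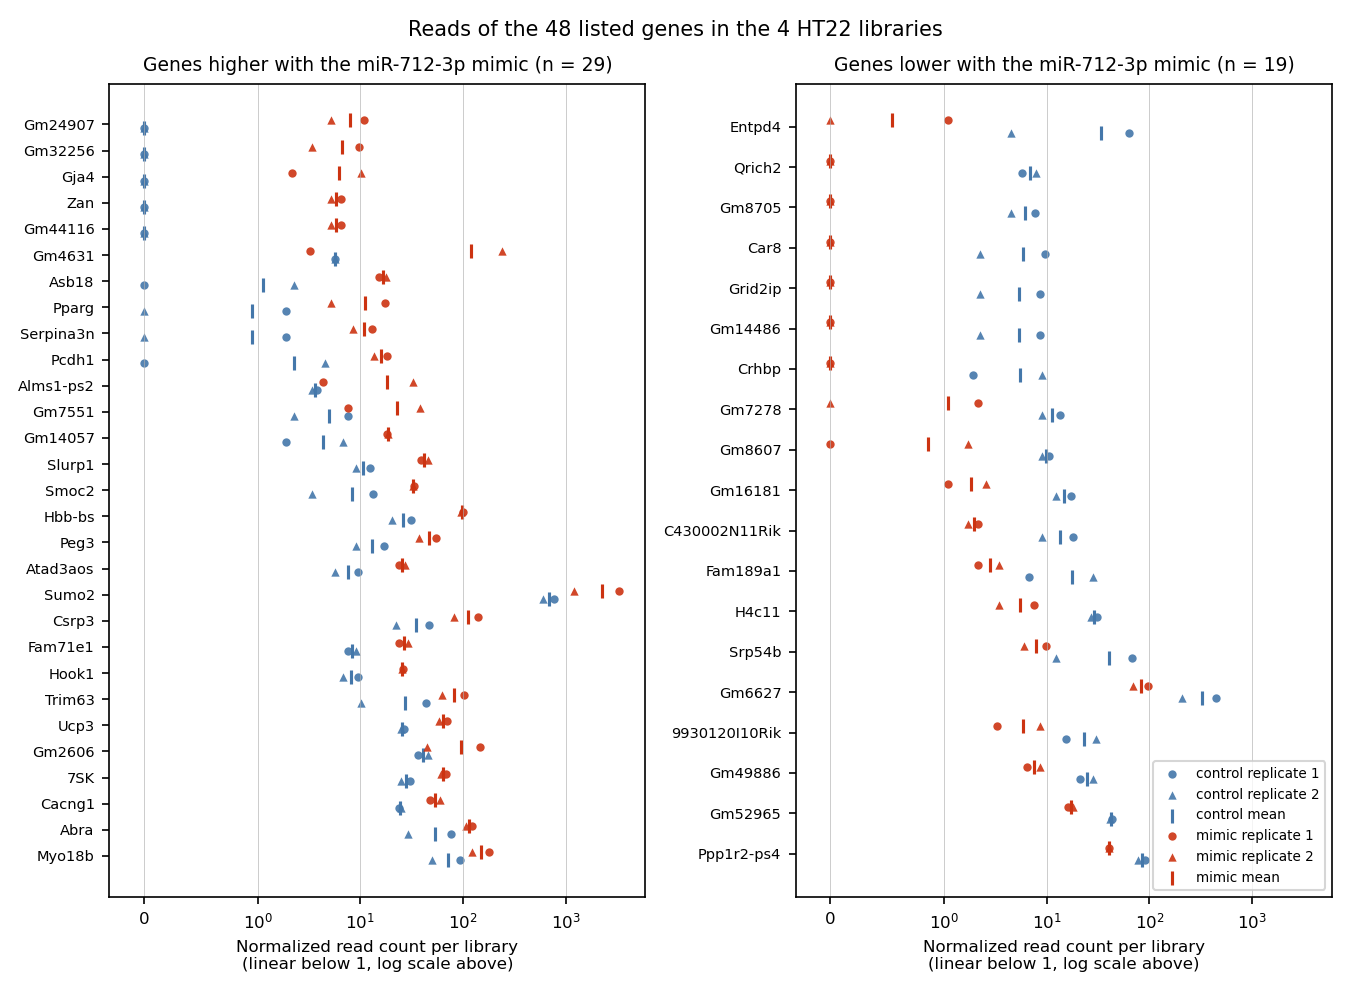
Normalised read counts per library (horizontal axis, linear below 1 and on a log scale above) for the 29 higher genes (left) and the 19 lower genes (right). Circles are replicate 1, triangles replicate 2 and vertical ticks the group means, in red for the mimic and blue for the control; Gm4631, with 279 reads in mimic replicate 2 and 3 in mimic replicate 1, shows a mean set by 1 library.

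Of 547 genes on 14 lists fixed before the data were examined, 5 were among the 48 listed genes, 3 higher and 2 lower. GENCODE M21 holds 492 of the 547 symbols, and 63 of the 112 on the histone list. The study tested its 48 differentially expressed mRNAs for enriched KEGG pathways and proposed that miR-712-3p may act on neurons through lysosomes. It then examined lysosomes in HT22 cells by electron microscopy, with the mimic and inhibitor groups under heat stress. The list used here was drawn up separately and tests neither result. Of 109 lysosome and autophagy genes, 1 was listed, Entpd4, and it was lower. Of the 25 vacuolar ATPase subunits, which acidify lysosomes, 0 were listed. The list of cholesterol and fatty acid metabolism (38 genes) had Pparg, the erythroid list (15 genes) Hbb-bs and the muscle list (34 genes) Cacng1, all higher. The histone list (112 genes) had H4c11, which was lower. Cacng1, a subunit of the muscle calcium channel (chromosome 11, 107703218 to 107716522), had 53.7 ± 8.77 normalised counts with the mimic against 24.3 ± 0.635 (SD, n = 2 each). No listed gene belonged to the interferon and RNA sensing list (52 genes), the cytokine list (18 genes), the apoptosis and p53 list (32 genes) or the heat shock and unfolded protein list (30 genes). The same held for the lists of oxidative stress (21 genes), neurons (27 genes), astrocytes, microglia and oligodendrocytes (21 genes) and the microRNA pathway (13 genes). These counts have no enrichment test, because the genes that could have been selected were not analysed here.

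Sumo2, chosen after its values were seen, was the most abundant listed gene. Its FPKM was 56.3 and 20.8 in mimic replicates 1 and 2 against 13.2 and 10.4 in the control replicates. Sumo2 (chromosome 11, 115523102 to 115536276) had 2249 ± 1464 normalised counts with the mimic and 687 ± 112 in the control (SD, n = 2 each). Its ratio of means was 3.28, and 1.77 without mimic replicate 1. Other genes match 40.9% of its transcript sequence at 95% identity or more. Further genes outside the rule for naming, also chosen after their values were seen, included the mitochondrial carrier Ucp3, at 64.2 ± 8.48 against 25.7 ± 1.39 normalised counts. The 7SK RNA, which restrains transcription elongation, had 64.4 ± 5.13 normalised counts with the mimic against 27.6 ± 4.09 (SD, n = 2 each). The libraries were enriched for polyadenylated RNA, which 7SK lacks.

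In 45 of the 48 genes, both mimic libraries lay on the same side of both control libraries, 26 of the 29 higher and all 19 lower genes. The exceptions were Gm4631, Gm7551 and Gm2606. Chance separates 16.7% of genes in a given direction with 2 libraries against 2, but these genes were picked by their p-values, so the count is no independent test. A two-sided exact permutation test of a single gene cannot go below 0.33 in this design. Beyond the separation, 14 genes differed between replicates of 1 group by more than counting error in an exact binomial test with Benjamini-Hochberg adjustment over 85 tests.

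A microRNA lowers transcripts that carry matches to its seed, so the 3' UTRs of the listed genes were searched for the miR-712-3p seed match. None of the 9 lower protein-coding genes carried a 7-base match, among them H4c11, Srp54b, Entpd4, Car8 and Crhbp. None of the 20 higher protein-coding genes carried one either (two-sided Fisher's exact p = 1.00 for lower against higher). Of 20992 other protein-coding genes, 490 carried a match, or 2.33%, and the lower genes did not differ from these (Fisher's exact p = 1.00). At a background of 2.33%, 80.9% of random sets of 9 genes would hold no match, so a shortage of sites was not detectable. No excess of matches was seen among the lower genes, but 9 genes are few to detect one. Their 3' UTRs had a median of 684 bases against 961 in the other genes, with 26 in Qrich2 and 56 in Gm16181. The comparison was not adjusted for length, and the other genes include any that HT22 cells do not express. With 0 matches in both directions, the test of lower against higher genes could give no other p. Atp6v1c1, a subunit of the vacuolar ATPase and the candidate target named by the study, lies on chromosome 15 from 38661933 to 38692446 on the plus strand. Its 3' UTR of 739 bases holds the 8-base match GACTCGCA from base 583. Atp6v1c1 was not among the 48 genes selected at an absolute log2 fold change over 1 and an unadjusted p under 0.05. Its expression was therefore not analysed here.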

Values the study reported

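The study reported 48 differentially expressed mRNAs in HT22 cells overexpressing miR-712-3p. Of these 48, it gave 29 as upregulated and 19 as downregulated. Its discussion gave the number of differentially expressed mRNAs as 49. Its methods stated thresholds of an absolute log2 fold change above 1 and an adjusted p below 0.05.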

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

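The settings that leave out genes with near-identical copies, genes with a replicate gap or genes with few reads, the library totals, the count of 2-fold ratios and the bounds without a library were chosen after seeing the data. At the adjusted DESeq2 threshold the count among the 48 selected genes was 0. Fold thresholds and filters could not change it, since they only remove genes from the table, and genes outside the table were not analysed here. The count was 48 at an unadjusted p under 0.05 and 10 at an unadjusted p under 0.01. The 29 higher genes became 13 at an absolute log2 fold change over 2, 7 at an unadjusted p under 0.01 and 4 at a mean FPKM of 1 or more. The 19 lower genes became 3 at an unadjusted p under 0.01, 9 at a mean of 10 or more normalised counts, 2 at a mean FPKM of 1 or more, 8 without pseudogenes and predicted genes, and 11 with 30 or more reads. These drops follow from the stricter selection. Without genes that have a near-identical copy, 23 higher and 13 lower genes were left. These counts depend on the cut for a copy, and no other cut was tried. Hbb-bs stayed among the 23, with 44.5% of its transcript bases matched by other genes and 84.6% of its best-matched transcript. Sumo2 (40.9%), Gm16181 (46.7%) and H4c11 (40.7%) stayed too. Gm14057 was left out at 52.7%, although no single gene matched more than 36.7% of it.

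The count of genes with separated libraries was 45 of 48, and 26 of the 29 genes with a mean of 10 or more normalised counts. It lay between 46 and 47 with any 1 library left out, where separation is easier by construction. A group mean ratio of 2 or more in all 48 genes restates the authors' selection by fold. It was met by 44 to 46 of them without 1 library. Leaving out a library moved the ratio by over 1.5 times in 24 of the 37 genes with reads in both groups. Of the 11 genes without a read in 1 group, 5 (Gja4, Car8, Grid2ip, Gm14486 and Crhbp) had no bound left once the library with most reads was left out. Without a library at 0 reads the bounds lay between 1.59 and 2.67, because the floor of 3 reads then applies to 1 library. Over 30 named genes and 210 settings, the log2 ratio turned in 1, Gm4631, at -0.65 without mimic replicate 2 (5.17 without mimic replicate 1), moved by more than the replicate spread in 55 and by less in 154. With the replicate number as a replicate block, 45 genes kept both numbered pairs in the direction of the call and 39 had a 2-fold difference in both. The replicate 1 over replicate 2 differences of mimic and control correlated at 0.176 across genes, which are not independent, so the numbers are not shown to pair the libraries. Fisher's exact test of the seed matches in lower against higher genes gave p = 1.00 under each kind of match. Both sides held 0 matches each time, so this p was fixed and shows no stability. Count models on the reads, with other normalizations, were not run, because a model fitted to genes selected by p-value has no valid spread or background.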

Other observations

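The tests in this part were chosen after the results were seen, except that of near-identical copies among the lower genes. Some of the higher genes are known from striated muscle, a grouping made after the values were seen and without an enrichment test. Csrp3, Trim63, Myo18b, Abra, Cacng1, Ucp3 and Asb18 make 7 of the 29, and each had more normalised counts in both mimic libraries than in either control library. The same held for 26 of all 29 higher genes, which were selected as higher, so it gives the grouping no support. Abra, an actin-binding protein of muscle, had 114 and 124 reads with the mimic against 81 and 26 in the control, and its ratio of means moved from 2.15 to 3.92 without control replicate 1 and to 1.48 without control replicate 2. A candidate explanation is variation between cultures unrelated to the mimic. The median log2 of control replicate 1 over control replicate 2 was 0.92 over these 7 genes, positive in 5, against 0.22 over the other 22 higher genes (permutation p = 0.191). Between the mimic replicates the same median was 0.27 against 0.12 (permutation p = 0.601). In neither pair did the median set these 7 genes apart from the other higher genes. Singly, Trim63, Abra, Myo18b and Csrp3 had more counts in control replicate 1 than in control replicate 2, beyond counting error. Their adjusted exact binomial p-values were 6.8e-05, 5.5e-05, 0.0017 and 0.026. Cacng1, Ucp3 and Asb18 had no such gap, while Sumo2, among the other higher genes, had one (adjusted exact binomial p = 0.00024). That test finds gaps more readily in genes with many reads, so the values do not decide on this explanation. Muscle RNA mixed into the mimic libraries is another candidate: 1 of the 34 muscle genes fixed in advance was in the table, Cacng1, but the abundant contractile genes were not analysed here. Neither can be told apart from an effect of the mimic or of transfection with 2 libraries a group and a selected table.

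Large gaps between the 2 libraries of a group were common. A gap of 3-fold or more occurred in 21 genes, counting 0 reads against any read. For some it lay only in the group with fewer reads. Pcdh1, for example, had 0 and 4 control reads but 17 and 16 with the mimic. In 9 genes the gap was beyond the error of counting reads: Gm4631, Pparg, Alms1-ps2, Gm7551, Gm2606, Trim63, Srp54b, Fam189a1 and Entpd4. Amplified reads are not independent molecules, so sampling of few molecules stays open for these 9. A near-identical copy exists for 6 of the 9 against 6 of the other 37 genes searched (Fisher's exact p = 0.00544), and for 6 of 8 against 3 of 23 among genes with 30 or more reads (p = 0.00256). The other 37 include Sumo2, Csrp3, Abra, Myo18b and Gm6627, whose gaps under 3-fold were also beyond counting error. Among those, Gm6627 has a near-identical copy. Hbb-bs, Sumo2, Gm16181 and H4c11, all among the other 37, were matched over 44.5%, 40.9%, 46.7% and 40.7% of their transcript bases. They fell under the cut for a copy, and a lower cut was not tried. Reads shared between copies may therefore contribute to these gaps, as a hypothesis found and tested on the same genes. The copies involve Alms1 for Alms1-ps2, Gapdh for Gm2606, Srp54a for Srp54b and Entpd4b for Entpd4. No copy was found for Pparg, Trim63 and Fam189a1. No biological explanation was tested.

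Pseudogenes and predicted genes made up 11 of the 19 lower and 8 of the 29 higher genes (Fisher's exact p = 0.0687). Reads shared with near-identical copies could produce such calls. A near-identical copy was found for 33.3% of the lower genes searched, 6 of 18, and for 21.4% of the higher genes, 6 of 28 (Fisher's exact p = 0.495). This share lies between the bounds set in advance, but it counts all lower genes, among them the protein-coding Srp54b and Entpd4. No near-identical copy was found for the lower Gm49886, 9930120I10Rik, C430002N11Rik, Gm16181, Gm14486 and Gm8705. Gm16181, however, fell under the cut for a copy with 46.7% of its transcript bases matched by other genes. H4c11 (40.7%) and, among the higher genes, Hbb-bs (44.5%) and Sumo2 (40.9%) also fell under it. Both shares depend on this cut, and no other was tried. For the set the explanation stays open, and so does a real change of these transcripts.

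The count of listed genes at the study's stated thresholds, taken from the DESeq2 values in the authors' deposited table, was 0 here, against 48 at an unadjusted p under 0.05. That is lower than the value quoted from the study above.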
